A study of Drosophila melanogaster with 4 samples.

How the data were processed

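Single Drosophila melanogaster embryos and unfertilized eggs were profiled by a miniaturized CEL-Seq2 protocol, in which polyadenylated RNA of each individual is primed with a well barcode and a unique molecular identifier (UMI) and the wells are pooled into libraries. Mothers were virgins of the inbred line DGRP_737 and fathers males of DGRP_352, per the labels' protocols, so that each embryo is a hybrid whose 2 alleles can be told apart at known variants. Flies were kept at 25 °C and 60% humidity, and the collection covers embryos up to 3 h old, per the labels. The 4 samples are 4 multiplexed libraries of the same kind. They were treated as technical batches, and single individuals were the replicates. The barcode table of the authors places 384 individuals in the libraries, 96 in each, and names eggs with the prefix U and embryos with the prefix E. No individual of the order had counts identical to those of another.

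The raw files hold UMI counts per gene and barcode as deposited, and the names of the files give STARsolo as the counting tool, while its version, the genome build and the annotation are not stated in the labels. They hold 17807 genes and 92 spike-ins. Spike-ins were kept out of totals and tests and made up between 0.0521% and 0.0783% of the UMIs of the assigned barcodes of a library. The 2 series tables hold whole numbers that the authors normalized by an unstated method, per the labels, and these deposited values were treated as a score without a fixed unit. Their 0.1 entries were read as 0. These were 7.89% of the values in the table without alleles and 49.2% in the allele table. Columns stand in the authors' pseudotime order, per the labels, and include 8 eggs and 245 embryos. The table without alleles lists 7367 genes. The allele values cover 2453 genes, each with a maternal and a paternal value. Allele values came from variants called with a modified GATK workflow that kept known biallelic single-nucleotide variants falling in 1 gene, per the labels.

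The normalized values were compared with the raw counts for the 6871 genes whose symbols occur in both. Over genes with at least 50 UMIs, the ratio of normalized value to count had a median per individual between 0.302 and 4.52. The 95th percentile of the ratio was between 1.00 and 3.41 times the 5th within an individual, so the scaling was not a single factor per individual. The order was made from the same transcriptomes, and no p-value was computed for the trend of a gene along it.

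Total UMIs per individual of the order ran from 163287 to 2069031, with a median of 738129. The largest count of any gene in any individual was 4092 in each library, close to the 4096 sequences that a 6-base UMI allows. In 3 genes, counts reached at least 0.9 of this ceiling in at least 50% of individuals. The length of the UMI was inferred from this ceiling, as the labels do not give it. Differences between individuals in such genes are compressed.

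Eggs were compared with the first 61 embryos of the order by edgeR's quasi-likelihood test on the raw counts, with TMM scaling, the filterByExpr filter, library as a covariate and Benjamini-Hochberg adjusted p under 0.05. This was used because all 4 libraries held eggs. DESeq2's Wald test was an alternative. Trends of genes were described by Spearman's rho of the normalized value with the rank among the 245 embryos, for genes with a mean of at least 1. A gene was counted as rising at a rho of at least 0.5 and as falling at -0.5 or less. The paternal share of an individual was the sum of its paternal values divided by the sum of paternal and maternal values. Shares were compared by two-sided permutation tests with 100000 resamples. Genes with unequal parental signal were sought in the last 61 embryos by a two-sided sign-flip permutation test per gene, over genes with signal in at least 10 of these embryos and a mean summed value of at least 1. The smallest p that these permutations can give is 1e-05. Genes were assigned to chromosomes through their identifiers in the BDGP6.54 annotation, release 115. All 2453 genes of the allele table were matched, of which 348 are X-linked and 2105 autosomal. Coordinates are those of that annotation, since the authors' build is not stated.

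A list of 31 early zygotic genes and a list of 23 maternal genes, the comparisons, their tests and most alternatives were fixed before the data were examined. The rule for naming genes was fixed with them. For eggs against early embryos it took the 5 largest and the 5 smallest log2 fold changes among called genes with a UMI in at least 50% of the individuals of the higher group. For the order it took the 5 highest and the 5 lowest rho. For parental signal it took the 5 highest and the 5 lowest paternal shares among called genes with signal in at least 50% of the late embryos. Any gene of the lists could be named as well. Each list's median rho was set beside 10000 random lists of the same size matched on mean expression.

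The tests were tried on simulated data. With 200 of 6048 genes changed, the comparison of eggs with early embryos recovered 99% of them and called 14 unchanged genes. With 200 of 7170 genes given a trend, the rho thresholds recovered 98% and called 0 unchanged genes. With 200 of 2062 genes given unequal parental signal, the sign-flip test recovered 99.5% and called 6 unchanged genes. The simulated values had independent noise, no library effects, no leftover maternal RNA and an order not made from the values. The changes simulated in eggs were larger than the increases of the genes named below as higher in eggs. The recovered percentages are therefore not the sensitivity of the tests on the real data.

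Alternatives covered the test, scaling, filters, embryos compared, depth, the order itself and leaving out each library. Of the 131 individuals of the barcode table that have no column in the series tables, 18 eggs entered an alternative of the comparison of eggs with early embryos, chosen after seeing the data. These eggs and 70 embryos, all at least as deep as the shallowest individual of the order, are described in the closing observations. The others entered only totals and sums over assigned barcodes. Barcodes without an individual, 96 per library, were used for their totals, and the gene profile of the largest one, in library 3, is described in the closing observations. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.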

Results

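Transcriptomes of single hybrid Drosophila embryos up to 3 h old and of unfertilized eggs were measured in 4 multiplexed CEL-Seq2 libraries. The authors' pseudotime order held 245 embryos and 8 eggs. Libraries 1 to 4 contributed 71, 53, 66 and 55 embryos, and 3, 1, 1 and 3 eggs. Embryos had a median of 735503 UMIs, between 163287 and 1802671, and a median of 7200 detected genes. Eggs had a median of 756620 UMIs, between 278007 and 2069031. The first 61 embryos of the order had a median of 907317 UMIs and the last 61 a median of 568460, so that depth fell along the order (Spearman's rho -0.461 across embryos).

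Depth was compared between libraries because they are the technical batches. The mean log10 of total UMIs per embryo was 5.85 ± 0.154 in library 1 (SD, n = 71), 5.87 ± 0.150 in library 2 (SD, n = 53), 5.83 ± 0.185 in library 3 (SD, n = 66) and 5.84 ± 0.238 in library 4 (SD, n = 55). The library means spanned 0.0384, less than the SD of 0.183 over all embryos, and a two-sided permutation test of their variance gave p = 0.643.

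Unfertilized eggs carry maternal RNA and no zygotic genome, and the comparison with the earliest embryos asks which transcripts differ with fertilization. Among 6048 genes tested with edgeR's quasi-likelihood test, 52 were higher and 115 lower in the 8 eggs than in the first 61 embryos at a Benjamini-Hochberg adjusted p under 0.05. A total of 1022 genes had an unadjusted p under 0.05. The order was made from the same transcriptomes, so the choice of early embryos was not independent of the values compared. Eggs U2O.07 and U2O.08 stood at places 79 and 107 of the order, behind all of the first 61 embryos. They and U2O.01 have the digit 2 in their names, while all of the first 61 embryos have the digit 1. The labels do not state the meaning of this digit, so a difference in collection or age between eggs and early embryos is not excluded. The count of calls depended on the individuals used. Without library 4, which held 3 of the eggs, 12 genes were higher and 18 lower in eggs. Without library 1, which held 3 more, the counts were 7 and 40, and without library 2 they were 112 and 177. With 18 further eggs that the authors' order does not contain, an alternative chosen after seeing the data, 2334 were higher and 2479 lower.

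The genes with the lowest log2 fold changes, eggs against early embryos, included RpLP0 (FBgn0000100, 3L, 22075867 to 22077487, BDGP6.54), which encodes a ribosomal protein. RpLP0 had 224 ± 102 counts per 1000000 UMIs (CPM) in eggs (SD, n = 8) and 663 ± 123 CPM in early embryos (SD, n = 61), with a log2 fold change of -1.49 ± 0.17 (SE) and an edgeR adjusted p of 1.77e-09. Another ribosomal protein gene, sta (FBgn0003517, X, 1481797 to 1483413), had 540.4 ± 217 CPM in eggs and 1292 ± 219 CPM in early embryos, with a log2 fold change of -1.22 ± 0.16 and an edgeR adjusted p of 1.06e-07. With the 18 further eggs the log2 fold change of RpLP0 was -0.53 and that of sta -0.14, and sta was no longer called. CG6607 (FBgn0039204, 3R, 24528047 to 24529815) had a log2 fold change of -1.54 ± 0.23 and an edgeR adjusted p of 3.72e-06, at 4.73 ± 1.97 CPM in eggs and 15.7 ± 5.38 CPM in early embryos. CG42307 and FASN1 had log2 fold changes of -1.60 and -1.50, at 18 and 22 UMIs summed over the eggs. The genes with the largest increase in eggs changed less. CG31898 (FBgn0051898, 2L, 8400421 to 8401592) had 17.1 ± 4.04 CPM in eggs and 8.51 ± 3.75 CPM in early embryos, a log2 fold change of 0.97 ± 0.19 and an edgeR adjusted p of 0.00088. The others were snRNA:U11, cv, CG33169 and swaPsi, with log2 fold changes of 0.92, 0.77, 0.70 and 0.65. The value of snRNA:U11 rested on 1 egg of library 3 with 91 of its 171 egg UMIs, and without library 3 it was 0.41 and not called. Other named genes also lost their call when 1 library was left out. Without library 1 these were cv (0.72), CG33169 (0.69), swaPsi (0.53) and FASN1 (-1.32). Without library 3 CG33169 (0.54) was lost, and without library 4 CG31898 (0.80), swaPsi (0.62), CG42307 (-1.21) and FASN1 (-1.32). swaPsi is annotated as a pseudogene, and its value is uncertain where the counting split reads between it and swa. Of the fixed lists, 0 of 4 tested early zygotic genes were called by edgeR when adjusted over the list alone or over all genes, and 0 had an unadjusted p under 0.05 by edgeR or by DESeq2. Of 22 tested maternal genes, edgeR called nos, gcl and tud when adjusted over the list alone (3 genes), against 2 over all genes.

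Values were then followed along the order, which stands for developmental time. Of 7170 genes with a mean normalized value of at least 1, 999 rose with a rho of at least 0.5, 3762 fell with a rho of -0.5 or less and 2409 did neither. Rising genes made up 20.98% of the rising and falling genes together. With CPM from the raw counts in place of the deposited values, 1611 rose and 2882 fell, and rising genes made up 35.9%. The median rho over genes was -0.54 with the deposited values and -0.29 with CPM. When the order was rebuilt from the other random 50% of the genes, 947 rose and 3887 fell.

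The highest rho values belonged to CG13465, BobA, slp1, E(spl)m4-BFM and Brd, between 0.941 and 0.953. CG13465 (FBgn0040809, 3L, 14943730 to 14944331) rose from 14.5 ± 5.35 normalized units in the first 61 embryos (SD) to 1282 ± 254 in the last 61 and stood at 14.4 ± 4.24 in the eggs (SD, n = 8). BobA (3L, 14945499 to 14946125) and Brd (3L, 14972667 to 14973198) lie within the same region as CG13465. The pair-rule gene slp1 (FBgn0003430, 2L, 3825675 to 3827099) rose from 1.79 ± 1.31 to 216 ± 66.8. The lowest rho values belonged to Mdh1, CG11674, spidey, GstO1 and Vha13, between -0.956 and -0.938. Mdh1 (FBgn0262782, 2L, 10393774 to 10396332) fell from 169 ± 35.3 to 13.4 ± 11.0, and eggs had 157 ± 40.6. Vha13 (FBgn0283536, 3R, 19643018 to 19644386) fell from 872 ± 231 to 108 ± 36.5, and eggs had 952 ± 233.

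**Figure D1:**
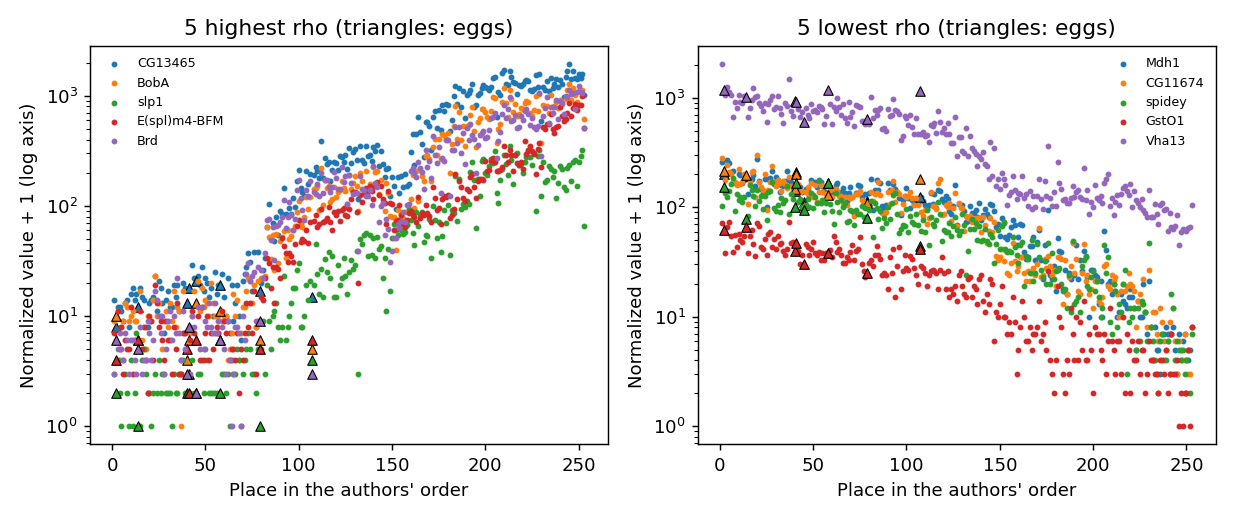
Normalized value plus 1, on a log axis, against the place in the authors' order for the genes with the 5 highest rho (left) and the 5 lowest rho (right). Points are the 245 embryos and triangles the 8 eggs. CG13465 rises from a mean of 14.5 in the first 61 embryos to 1282 in the last 61, and Mdh1 falls from 169 to 13.4.

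The fixed lists moved in opposite directions. The 28 early zygotic genes with a value had a median rho of 0.79, above all 10000 matched random lists, whose medians had a 95% range from -0.71 to -0.31. Of these genes, 22 rose and 0 fell by the rho threshold. A rank correlation misses genes that peak inside the order. bnk had a rho of 0.10, with means of 1.52 in the first 61 and 3.05 in the last 61 embryos and of 68.2 over all embryos, and nullo had a rho of 0.04. The lowest rho in this list was -0.27, for slam. The 21 maternal genes with a mean of at least 1 had a median rho of -0.78, at percentile 0.01 of the random lists. Of these, 20 fell, and stau had 0.07. With CPM, stau rose with a rho of 0.69. exu fell from 1176 ± 481 to 12.95 ± 9.17 and vas from 277 ± 81.04 to 3.36 ± 3.15.

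The paternal share of the allele values tells apart RNA made by the embryo from the father's allele and RNA that the mother deposited. In eggs, which are unfertilized, the share gives the background of the allele calls. It was 0.826% ± 0.312 (SD, n = 8), between 0.480% and 1.28%. All 245 embryos had 9.91% ± 11.5 (SD), and the difference of 9.09 percentage points passed a two-sided permutation test (p = 0.0208). In the first 61 embryos the share was 0.967% ± 0.310 (SD), and the difference of 0.141 percentage points from eggs did not (permutation p = 0.228). Without library 1, which held 3 of the eggs, the p for all embryos was 0.0613 (permutation). The share was 1.36% ± 0.533 in the next 61 embryos (SD), 11.8% ± 7.08 in the following 62 (SD) and 25.5% ± 9.04 in the last 61 (SD). In these parts of the order, 27, 60 and 61 embryos lay above the highest egg, against 10 of the first 61. The shallowest egg, at 278007 UMIs, had the lowest share of 0.480%. The deepest egg, at 2069031 UMIs, had the highest of 1.28% and was deeper than any embryo of the order. These counts and the comparison of eggs with the first 61 embryos were not adjusted for depth.

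**Figure D2:**
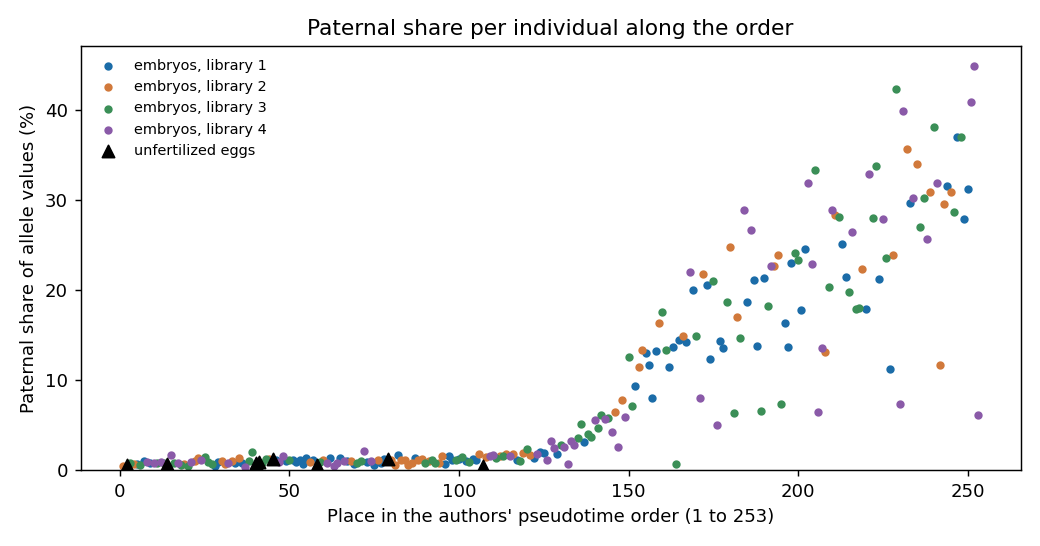
Paternal share of allele values in percent against the place in the authors' order for the 245 embryos, coloured by library, and the 8 eggs (triangles). Eggs lie between 0.480% and 1.28%, and the last 61 embryos between 6.10% and 44.8%.

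Across the 245 embryos, the share rose with the rank in the order, with a Spearman's rho of 0.908 and a Pearson's r of 0.844, both at the smallest permutation p of 1e-05. Without the 2 embryos farthest from the median rank, r was 0.852. Within libraries 1 to 4, rho was 0.915, 0.903, 0.918 and 0.905, and r was 0.899, 0.884, 0.837 and 0.777. These 4 within-library relations had a Benjamini-Hochberg adjusted permutation p of 1e-05 each.

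The spread of the share among late embryos followed their depth. Over the last 61 embryos, the paternal share and total UMIs had a Spearman's rho of 0.836 and a Pearson's r of 0.878 (permutation p of 1e-05 each, the smallest possible, and 9e-05 and 4.5e-05 after adjustment over 9 relations). Without the 2 embryos farthest from the median depth, r was 0.881. Within libraries 1 to 4, rho was 0.821, 0.671, 0.864 and 0.879 over 15, 12, 18 and 16 embryos, with adjusted permutation p between 0.00012 and 0.0266. In library 2, r was 0.813 and dropped to 0.457 without its 2 embryos farthest from the median. The 161 genes with a mean allele value under 0.3 in eggs and above 3 in late embryos, here called zygotic-only genes and chosen after the data were seen, had a paternal share between 41.5% and 53.2%. Their share did not follow depth (rho 0.00090, permutation p = 0.995, and r -0.0640, permutation p = 0.626). Paternal shares summed over all genes are therefore given here as values that depend on depth.

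**Figure D3:**
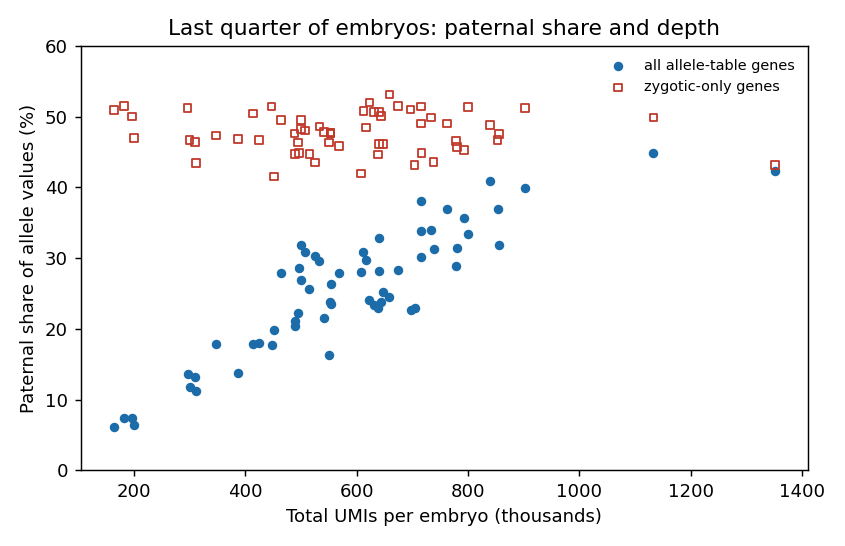
Paternal share of allele values in percent against total UMIs for the last 61 embryos of the order. Filled points are shares over all genes of the allele table, from 6.10% to 44.8%, and open squares are shares over 161 zygotic-only genes, from 41.5% to 53.2%.

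Parental signal was next compared gene by gene in the last 61 embryos. Of 2062 genes tested, 186 had a higher paternal and 1445 a higher maternal value at an adjusted sign-flip permutation p under 0.05. The median paternal share over genes was 33.1%. The share lay between 40% and 60% in 585 genes, above 60% in 154 and under 10% in 254. The counts of paternally and maternally higher genes include X-linked genes, of which males have no paternal allele, and were not split by chromosome. Because maternal RNA still present counts as maternal signal, a lower paternal value is not a measure of transcription from each allele. In these embryos, the maternal value per raw UMI of 1454 genes present in eggs also fell with depth (slope of -0.90 on log2 depth), and the paternal value rose (slope of 0.43), so that both counts of genes rest on values whose scale changes with depth. With embryos above 500000 UMIs only, chosen after seeing the data, 279 genes were paternally and 1205 maternally higher. Without genes over 10% paternal in eggs, also chosen after seeing the data, the paternal count was 115.

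The highest paternal shares belonged to CG15375, Osi20, CG5756, CG6607 and Uhg4. CG15375 (FBgn0029694, X, 4101318 to 4102995) had a share of 100%, a mean paternal value of 10.8 ± 6.68 (SD) and a mean maternal value of 0, with the paternal value higher in 61 of 61 embryos. It also had a share of 69.7% in eggs. Its value was paternal as well in the 25 of these embryos whose X-linked share, given below, lay within the egg background. If those 25 carry no paternal X, this value cannot be RNA of the father's allele in them. Osi20 had 96.6% in late embryos and 91.04% in eggs, CG6607 had 93.2% and 75%, and Uhg4 had 92.8% and 86.2%, so the calls of these genes also gave paternal signal in unfertilized individuals. CG5756 had 94.8%, and no egg share could be computed. The lowest share, 0%, belonged to mRpL33, bip1, Ubc4, Sc2 and RpS7. RpS7 (FBgn0039757, 3R, 30206447 to 30209020) had a mean maternal value of 51.95 ± 9.03 and was higher maternally in 61 of 61 embryos. Each of the named genes had an adjusted permutation p of 1.83e-05.

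Male embryos inherit their X from the mother, and the labels do not give the sex of embryos. In the last 61 embryos, the X-linked paternal share was 14.2% ± 13.8 (SD) and the autosomal share 27.1% ± 9.28 (SD). The per-embryo difference, X-linked minus autosomal, was -12.9 ± 13.5 percentage points and was negative in 56 of 61 embryos (two-sided sign-flip permutation p of 1e-05, the smallest possible). Within libraries 1 to 4 it was -14.1, -10.3, -14.7 and -11.8 percentage points, with adjusted permutation p of 0.000187, 0.00586, 6e-05 and 6e-05. The X-linked shares fell into clusters, so that their mean describes few embryos. There were 25 embryos between 0.423% and 0.957%, within the egg background of up to 1.18%. Another 33 embryos lay between 11.0% and 44.4%, and 3 lay in between at 2.80%, 3.35% and 4.84%, with autosomal shares of 20.4%, 25.6% and 6.77%. The autosomal share of the 25 embryos ran from 7.53% to 45.9% and that of the other 36 from 6.77% to 44.9%.

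**Figure D4:**
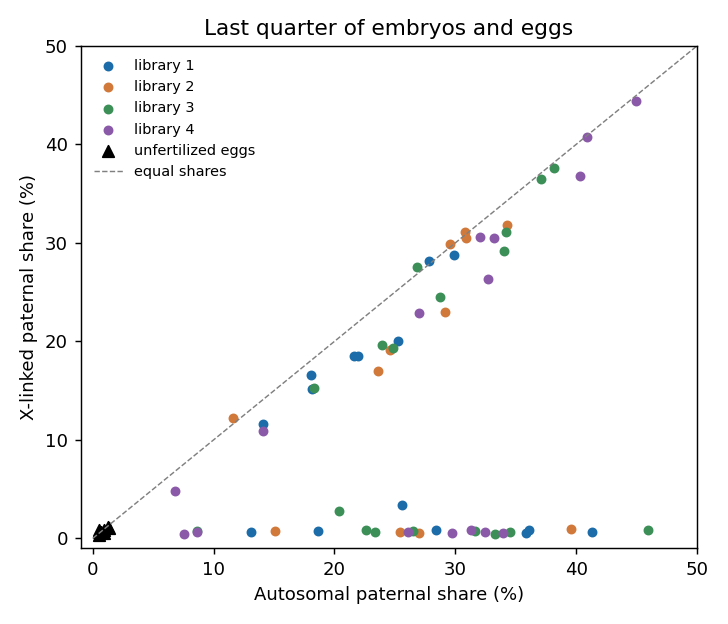
X-linked against autosomal paternal share in percent for the last 61 embryos, coloured by library, and the 8 eggs (triangles); the dashed line marks equal shares. A cluster of 25 embryos lies at or under the highest X-linked egg value of 1.18%, with autosomal shares up to 45.9%.

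Of the fixed lists, 6 early zygotic genes and 3 maternal genes had allele values. Their summed paternal shares were 27.8% ± 17.1 and 28.7% ± 13.6 (SD, n = 61), and the difference of -0.904 percentage points did not pass the sign-flip test (permutation p = 0.754). The direction depended on single genes, since leaving out the gene of each list with the most signal, sog and pum, gave a difference of 7.38 percentage points (permutation p = 0.00899). Among the zygotic genes, gt, sog and oc are X-linked, with paternal shares of 26.9%, 21.2% and 41.7%. The autosomal genes ftz, zen and slam had 59.1%, 22.7% and 42.3%. The maternal genes stau, pum and ovo had 25.0%, 31.3% and 69.01%. The X-linked gt and sog had the largest mean maternal values of the zygotic list, 29.8 and 32.7. The X-linked gene of the maternal list, ovo, had the smallest of its list, 0.869. X-linked genes therefore weigh more in the zygotic list, where the low X-linked share of late embryos may lower the summed share. The lists were not compared on autosomal genes alone. Adjusted over the list alone, 4 of the 6 zygotic genes (gt, ftz, zen and sog) and 3 of the 3 maternal genes had unequal parental values, and the counts over all genes were the same.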

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

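The test of the barcode profile was set before its result was seen. The other tests in this part were chosen after the values they concern had been seen.

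Among 14 groups of values checked for a single far value, 1 passed Dixon's 95% limit, and chance passes about 1 in 20. It was the largest total of a barcode that the authors' table gives to no individual. In library 3 this barcode held 28691 UMIs, against 5006, 4795 and 4820 for the largest such barcode of the other libraries, a gap of 0.991 of the range. The next largest unassigned barcode of library 3 held 16995 UMIs. Unassigned barcodes otherwise had a median between 2390 and 2553 UMIs, at most 0.357% of the median embryo of the library. Over 2182 genes, the log profile of the large barcode had a correlation of 0.640 with the sum of the assigned barcodes and at most 0.796 with a single individual, across genes, which are not independent replicates. Its early zygotic list held 18 UMIs, or 627 CPM (exact 95% binomial interval 372 to 991 CPM), where the sum of the assigned barcodes would give 68.6 UMIs. This argues against RNA or barcode errors from all assigned individuals in proportion. Barcode errors or RNA from a few of the assigned individuals and a further individual without an entry cannot be told apart, because both may share most maternal transcripts. No biological explanation was tested.

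Individuals outside the authors' order also carried signal. Of the embryos not in the order, 70 were as deep as the shallowest individual in it, and 68 of these had more CPM of the early zygotic list than the highest egg of the order, at 248 CPM. Their median was 1433 CPM, against 2513 in the embryos of the order and 4064 in its last 61. The maternal list of the 70 embryos had a median of 2091 CPM, against 9672 in all embryos of the order and 2010 in its last 61. The 70 embryos had a median of 8254 detected genes, against 7200 in the order, and 33 of them had more than its highest embryo, at 8366 genes. Too little depth therefore does not explain why these 70 embryos were left out, and the criterion is not stated in the labels. A difference in stage and other filters of the authors were not tested.

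Of the eggs not in the order, 18 were as deep, and 15 of them lay above the highest egg in it, with a median of 299 CPM against 212 CPM. Their maternal list had a median of 7483 CPM, against 14778 CPM in the 8 eggs of the order. The log profile of the 18 eggs had a median correlation of 0.669 with the mean of the first 61 embryos, against 0.980 for the 8 eggs. The highest zygotic value among the 18 eggs, 560 CPM, argues against fertilized embryos like those of the order under an egg name. The 108 embryos of the order with as little maternal RNA as the median of these eggs had at least 2513 CPM. The 70 embryos outside the order had a zygotic median of 1433 CPM and a lowest value of 191 CPM. Their maternal median was 2091 CPM, so fertilized embryos of that kind are not excluded. Because CPM are relative values, a loss of maternal RNA may raise the zygotic list without any transcription, and this was not tested. The names of individuals hold a digit and a letter whose meaning the labels do not state. All 8 eggs of the order have the letter O and none has the digit 3, while 10 of the 18 eggs have another letter and 8 have the digit 3. With the letter O, 6 of 8 lay above the highest egg of the order (median 273 CPM, maternal list 7218 CPM), and with another letter 9 of 10 (316 and 7560 CPM). A difference in the kind or collection of eggs behind these names and a greater age stay open.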

How the results depend on the processing

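Alternatives named below as added were chosen after seeing the data. The others were fixed before.

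The counts of genes that differ between eggs and early embryos moved most. The main counts were 52 higher and 115 lower in eggs. With DESeq2, 190 genes were lower. Against all embryos, 117 were higher and 1370 lower, against the first eighth of embryos 12 and 32, and against embryos between the first and last egg 28 and 37. After thinning to 247178 UMIs, 15 were higher and 36 lower, and fewer genes could be tested (4845). Leaving out 1 library gave 7 to 112 higher and 18 to 177 lower, with the lowest counts without libraries 1 and 4, which each removed 3 of the 8 eggs. Without library 1, 7 were higher and 40 lower. Without library 4, 12 were higher and 18 lower. Without library 2, 112 were higher and 177 lower. With the 18 further eggs (added), 2334 were higher and 2479 lower, and CG33169 turned from 0.70 to -0.33 on the log2 scale. The cause was not tested beyond these constructions. All 167 calls kept their sign without each library in turn, and 41, 161, 105 and 28 of them stayed past the threshold without libraries 1 to 4. Against all embryos, 84 of the 167 were tested with the same sign, and with the further eggs 130. DESeq2 size factors, no library covariate, no low-count filter and the collision correction (added) kept both counts within 1.5 times. Of 128 comparisons of named genes under alternatives, 108 kept direction and side of the threshold, 19 lost the threshold and 1, CG33169, reversed. Among 100 splits of the 69 individuals, only the real split gave as many genes, and the largest of the others gave 5. Chance allocation of individuals is therefore unlikely, at the limit of 1 in 100 that so few splits allow. The splits did not hold the libraries of the eggs fixed. They cannot address the choice of early embryos from an order made from the same transcriptomes. This test was run after the counts were known.

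Rising genes numbered 1611 with CPM and 536 in the 122 embryos above the median UMI count, against 999. The cause was not tested. The other alternatives kept both counts within 1.5 times, with 967 to 1019 rising and 3713 to 3814 falling when a library was left out. The list medians moved to 0.80 and -0.74 with CPM, more than the SD between libraries, and kept their direction in all alternatives run.

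The excess of paternal share over eggs was 0.141 percentage points in the first 61 embryos and no longer passed (permutation p = 0.228). It was 8.85 to 9.31 percentage points when a library was left out and did not pass without library 1 (9.26, permutation p = 0.0613). The relation with the order and the difference between X and autosomes kept direction and threshold in every alternative run, with rho from 0.906 to 0.911 and differences from -13.6 to -12.2 when a library was left out.

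Paternally higher genes numbered 122 with a mean summed value of at least 5, where fewer genes were tested, and 115 without genes over 10% paternal in eggs (added), against 186. The list shares reversed without the gene of each list with the most signal (7.38, permutation p = 0.00899) and without library 3 (1.68), with a range of -2.68 to 1.68 over the libraries left out. They differed past the threshold in the last eighth of embryos (-9.71, permutation p = 0.02). The cause was not tested. Depth between libraries kept its side of the threshold throughout. The paternal share over all genes in late embryos followed total UMIs, so its level cannot be read apart from depth. The UMI ceiling limits the most abundant genes.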

Other observations

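In this part, the test of zygotic-only genes in 1 embryo was set before its result was seen. The other tests were chosen after the patterns they concern had been seen.

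The paternal share of late embryos followed total UMIs with a rho of 0.836. A candidate explanation is the scaling of the deposited allele values. In 1454 genes with a mean allele value of at least 5 in eggs and a symbol in the count files, the maternal value per raw UMI changed with a slope of -0.90 on log2 depth, from 1.25 in the shallowest late embryo to 0.136 in the deepest. The paternal value of the same genes had a slope of 0.43, from 0.0715 to 0.0996. In 156 zygotic-only genes, maternal and paternal values had slopes of 0.23 and 0.21. Maternal values of loaded genes may therefore have been scaled for depth while paternal values were not. Younger age of shallow embryos is argued against by the raw counts, since the maternal list CPM rose with depth (rho 0.465, permutation p = 0.00023). Maternal RNA from other individuals is argued against as well, since the maternal list in the shallowest 25% of late embryos was 0.871 times that of the rest. The authors' normalization steps are not stated, and the hypothesis was found and tested on the same embryos.

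The 2 clusters of X-linked paternal share are consistent with embryo sex, as males carry no paternal X. At or under the highest egg were 40.98% of late embryos (25 of 61, exact 95% binomial interval 28.6% to 54.3%), not different from 50% (exact binomial p = 0.200). Low depth as the cause is argued against, since 10 of the 25 embryos were deeper than the late median of 568460 UMIs. Of the 3 embryos in between, the one at 4.84% had an autosomal share of 6.77%. Its ratio of X-linked to autosomal share was 0.715, next to the lowest ratio of 0.723 among the 33 embryos of the upper cluster. The other 2 had ratios of 0.137 and 0.131, above the highest of 0.0835 among the 25 embryos, and were not explained.

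An embryo of library 3 at rank 156 kept a paternal share of 0.701%, within the egg range, while the median of the 21 embryos around it was 13.6%. Its early zygotic list stood at 10727 CPM, against 10084 CPM around it and 248 CPM in the highest egg, which argues against an unfertilized egg under an embryo name. Its 696079 UMIs, against a median of 647900 around it, argue against low depth. Its zygotic-only genes had a summed maternal value of 904 and a paternal value of 18, a share of 1.95%, while the lowest of its neighbours had 40.03%. The absence of a DGRP_352 genome is a candidate explanation, which could arise from another father, from a mother that was not virgin or from development without a paternal genome. These were not told apart by a test. An embryo at rank 124 also lay within the egg range, at 0.725%, but its zygotic-only genes summed to only 11 maternal and 9 paternal units.

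Some genes gave paternal values in eggs. Of 1683 genes with a summed value of at least 20 in the 8 eggs, 73 had a paternal share above 10% and 15 above 50%. The 30 genes with the most paternal signal held 40.1% of it. In 6 genes, which were cno, Osi20, Uhg4, tefu, CG9747 and nkd, the paternal value was higher in at least 7 of 8 eggs. Leakage of RNA from later embryos into the eggs' wells is argued against for 5 of these genes. Their mean paternal value in eggs was 106.7% to 240.1% of the highest mean in the last 61 embryos and the 62 before them. For nkd the egg mean was 2.81% of the late mean, with an SD of 2.52 over the 8 eggs. The 5 genes named for the highest rho with the order, CG13465, BobA, slp1, E(spl)m4-BFM and Brd, stood in eggs at 1.12%, 0.819%, 0.520%, 0.991% and 0.623% of their late means. These percentages rest on normalized values without alleles and that of nkd on paternal values, so the measures are unlike. If both scale alike, the 5 genes are lower than a leak of late RNA at the level of nkd would bring. In 6 of 8 eggs nkd lay above the highest of these 5 genes, by a mean of 1.52 percentage points (SD 2.48 over all 8 eggs, two-sided exact sign-flip permutation p = 0.125). Leaked RNA cannot be told apart from other sources for nkd, because this difference is within the spread between eggs and compares unlike measures. Variants of the DGRP_737 stock that match the paternal allele stay open and were not tested.

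RpLP0 and sta stood apart from other ribosomal protein genes in eggs. The other 81 tested had a median log2 fold change of 0.12, between -0.47 and 0.37, with 1 called lower and 5 higher. Depth is argued against, since RpLP0 had -1.64 after thinning, and UMI saturation is argued against by -1.56 after correcting for collisions. At least 1 early embryo was as low as eggs, at 33.98 CPM of RpLP0 against 25.2 to 419 CPM in eggs. The difference was smaller with the 18 further eggs, at -0.53 for RpLP0 and -0.14 for sta, which was no longer called. A change of poly(A) tails after fertilization, which would alter priming, may underlie the difference in the 8 eggs of the order and was not tested.

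The first digit in the names of embryos followed the order, though the labels do not state its meaning. All of the first 61 embryos had the digit 1. Embryos with digit 1 had a median rank of 37.5, with digit 2 of 116 and with digit 3 of 189.5. Yet 7 embryos with digit 1 lay between ranks 236 and 244, while the next highest had rank 136. They had 463910 to 1133171 UMIs and a paternal share of 27.8% to 44.8%.

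Counts of eEF1alpha1 averaged 4024 with a coefficient of variation of 2.91%, and mt:lrRNA averaged 4026 with 3.73%, while total UMIs varied by 39.3%. A total of 17 genes reached 3683 UMIs or more in at least 1 individual and held 6.16% of the UMIs.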
